# Pax8 controls thyroid follicular polarity through cadherin-16

**DOI:** 10.1242/jcs.184291

**Published:** 2017-01-01

**Authors:** Petrina Koumarianou, Gonzalo Goméz-López, Pilar Santisteban

**Keywords:** Pax8, Cdh16, Epithelial polarity, Thyroid follicle

## Abstract

Organization of epithelial cells during follicular lumen formation is crucial for thyroid morphogenesis and function of the thyroid gland; however, the molecular mechanisms underlying this are poorly understood. To investigate this process, we established three-dimensional (3D) epithelial culture model systems using Fischer rat thyroid (FRT) cells or murine primary thyrocytes that developed polarized spherical structures with a central lumen, mimicking thyroid follicles. Using microarray-based differential expression analysis of FRT cells grown under 2D or 3D conditions, followed by RNA-mediated interference (RNAi) and morphogenetic analysis, we identified a key role for the thyroid transcription factor Pax8 and its target cadherin-16 (Cdh16) in the generation of polarized follicle-like structures. Silencing Pax8 expression inhibited the acquisition of apical–basal membrane polarity and impaired lumen formation. Both laminin and β1-integrin (Itgb1) expression was reduced, and cell cytoskeleton polarized distribution was altered. Silencing Cdh16 expression also led to the formation of defective structures characterized by very low laminin expression at the follicle–matrix interface, downregulation of Itgb1, and unpolarized distribution of cell cytoskeleton. Our results demonstrate that Pax8 controls apical–basal follicular polarization and follicle formation through Cdh16.

## Abstract (precis)

**Summary:** Using a 3D culture model of thyroid morphogenesis, it is revealed that thyroid follicular cell polarity depends on the Pax8 transcription factor and is linked to the β1-integrin–laminin pathway through Cdh16.

## INTRODUCTION

The thyroid follicle is the structural and functional unit of the thyroid gland, and comprises a single layer of follicular cells enclosing a central lumen where thyroid hormones are synthesized and stored. Follicular cells are polarized epithelial cells with an apical surface facing the follicle lumen and a basolateral surface that is in contact with neighboring cells and the extracellular matrix (ECM). Thyroid follicle formation, or folliculogenesis, begins at embryonic day (E)60 in humans (E15 in mice) and requires a combination of processes that facilitate the acquisition of cell polarity, lumen formation, cell proliferation and differentiation. Only at the end of folliculogenesis, by day E70 (E18.5 in mice) (Villacorte et al., 2016), is thyroid differentiation and organogenesis completed, and the thyroid gland is functional (Fernández et al., 2015). Despite the importance of follicle formation for the synthesis, storage and release of thyroid hormones, the precise molecular and cellular mechanisms that organize thyroid follicular cells into follicles remain poorly understood.

Three-dimensional (3D) *in vitro* follicle formation was first established in the 1980s using primary porcine thyroid cells embedded in collagen gels (Chambard et al., 1981). In recent years, more refined organotypic 3D epithelial cell cultures have been developed using gels rich in ECM components, allowing the organization of epithelial cells into structures similar to those of the organs from which they derive. Cell lines such as MDCK, of renal origin, intestinal Caco-2 and breast MCF-10A, are regularly cultured embedded in a reconstituted basement membrane (Matrigel™), in which they generate fully polarized cysts and acini (Debnath et al., 2003; Ivanov et al., 2008; O'Brien et al., 2001), providing useful *in vitro* cell models to explore mechanisms associated with essential pathways of epithelial morphogenesis. Fischer rat thyroid (FRT) cells are the only cell line derived from the thyroid gland that forms a polarized epithelial monolayer when cultured on 2D surfaces (Nitsch et al., 1985). FRT cells have lost most of the thyroid differentiation markers except the thyroid transcription factor Pax8 (Zannini et al., 1992). Although FRT cells have been extensively used in studies investigating polarized protein traffic (Imjeti et al., 2011; Lipardi et al., 2002; Zurzolo et al., 1992), their ability to form polarized follicles in 3D Matrigel is unknown.

Considering the importance of follicle formation for the proper structure and function of the thyroid gland, in the present study we have developed a 3D Matrigel culture system in which FRT cells form fully polarized follicle-like structures, and we have used this model to identify specific regulators of thyroid folliculogenesis. We report a microarray-based transcriptional analysis followed by RNA-mediated interference (RNAi) and morphogenetic analysis that reveals an important role for Pax8 in the formation and maintenance of the follicular structure *in vitro*. Given the large number of known Pax8 target genes (Ruiz-Llorente et al., 2012), we also aimed to identify regulators of folliculogenesis downstream of Pax8. We found that cadherin-16 (Cdh16), a transcriptional target of Pax8 (de Cristofaro et al., 2012) that is expressed from the early stages of thyroid morphogenesis (Calì et al., 2012), regulates apical–basal polarization. Silencing of Cdh16 downregulates the expression of laminins and β1-integrins, inhibiting signal transduction from the outside–inside signaling pathway and leading to loss of the apical–basal axis as well as to impairment of lumen formation. These results strongly suggest a link between Pax8-dependent polarity orientation and the β1-integrin–laminin pathway through Cdh16.

## RESULTS

### Follicular thyroid cells form fully polarized follicular structures in 3D Matrigel cultures

Given the importance of follicle formation for the proper function of the thyroid gland, we aimed to establish a 3D culture system using FRT cells to study the morphogenetic mechanisms involved in this process. Culture of single suspended FRT cells in Matrigel for 7 days was monitored by time-lapse imaging (Movie 1), resulting in the formation of spherical follicle-like structures comprising a single cell layer surrounding a central lumen (Fig. 1A) filled with glycoproteins (Fig. S1A). Extension of the culture period to 10 days led to the formation of larger structures, as revealed by their increased diameter (Fig. 1B) viewed with bright field microscopy and measured with a micrometer. We observed that from day 8 onwards, 61.4% of the follicles (*n*=57) had 8 or 9 cells at the equatorial plane and were almost of the same follicular size (42.14±0.04 µm; mean±s.d.) as a typical 7-day-grown follicle (42.28±2.68 µm). However, 36.8% of the counted follicles were larger and had a greater number of cells (10–15) when compared with day-7 follicles. Ultimately, very few follicles with the same cell number had a larger size, indicating lumen expansion, which was confirmed after measuring the lumen area (minimum 54.52±8.57 µm^2^ vs maximum 83.65±5.27 µm^2^). These findings correlated with a decrease in the number of proliferating cells in FRT follicle-like structures that were immunopositive for Ki67, a nuclear protein expressed during the active phases of the cell cycle but absent from resting cells. Accordingly, we found that 74–92% of the follicular structures possessed 2–5 Ki67-positive cells during the first 6 days of 3D culture. By contrast, from day 8 onwards, less than 50% of follicular structures had Ki67-positive cells (Fig. 1C, left panel and compare days 5 and 6 to days 8 and 10 in the right panel). These observations suggest a decline in follicular proliferation after 7 days in Matrigel. At this time point, follicle-like structures were correctly polarized as they had distinct tight junctions visualized by ZO-1 immunostaining at the apicolateral domains, and adherens junctions labeled by β-catenin (encoded by *Ctnnb1*) laterally, at cell–cell contacts (Fig. 1D, top panel). Apical plasma membrane domains were oriented towards the central follicular lumen, as revealed by ezrin immunostaining (Fig. 1D, middle panel). Ezrin is a plasma-membrane–actin-cytoskeleton linker that is used as an apical marker in thyroid studies (Hick et al., 2013). Intracellular polarity was also correctly achieved in 7-day-old follicle-like structures, as shown by the apical orientation of the Golgi marked by the cis-Golgi matrix protein GM130 relative to the basal positioning of the nuclei, stained with DAPI (Fig. 1D, bottom panel). Collectively, these results demonstrate that FRT thyroid cells proliferate and form fully polarized follicle-like structures when grown in 3D Matrigel cultures.

**Fig. 1.**
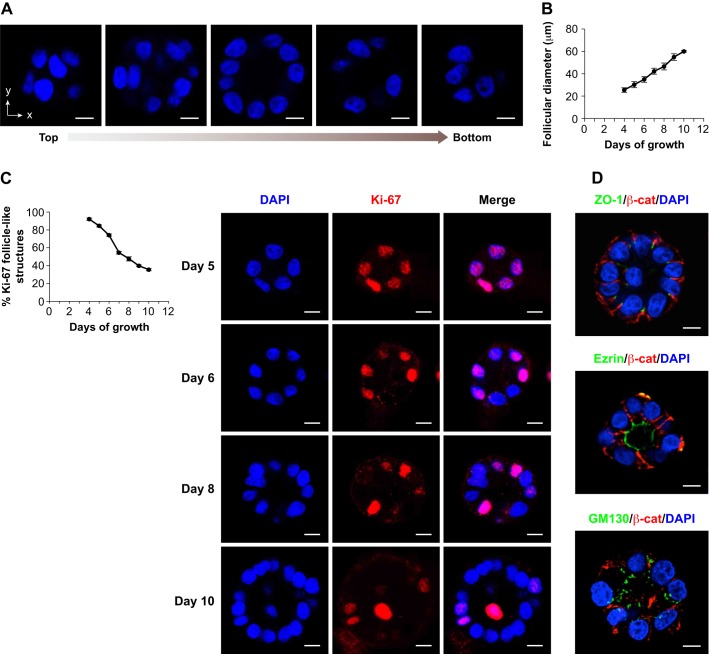
**Thyroid cells proliferate and form polarized follicle-like structures in 3D Matrigel culture.** (A) Follicular structure was confirmed by examining confocal *z*-sections from the top to the bottom throughout a representative fixed follicle-like structure that had been grown for 7 days in 3D Matrigel culture. (B) Quantitative analysis of follicular growth is depicted as the mean diameter of FRT follicle-like structures±s.d. after the indicated days of culture in Matrigel (*n*>20 structures). For each time point, the diameters were measured in the central section of brightfield images using a micrometer. (C) Cell proliferation during follicle morphogenesis was evaluated at the indicated days of culture in Matrigel after fixation and immunostaining with an antibody against Ki-67. The graph shows the quantitative analysis of cell proliferation depicted as the percentage (%) of follicle-like structures with 2–55 Ki67-positive cells±s.d. after the indicated days of culture in Matrigel (*n*>20 follicles). Representative fields illustrate the decreasing quantity of Ki67-positive nuclei in follicles from day 8 and rare Ki67-positive cells at day 10. (D) Apical–basal polarity establishment was observed at day 7 in FRT follicle-like structures that had been fixed and immunostained with antibodies against the tight junction protein ZO-1 (green), the adherens junction protein β-catenin (β-cat, red), the apical protein ezrin (green) and the cis-Golgi matrix protein GM130 (green). All nuclei were stained with DAPI (blue). Scale bars: 10 µm.

### The apical domain is specified at the first cell division and gives rise to a single central lumen

To better understand how follicular structure and polarity are achieved in 3D Matrigel cultures, we performed time-course morphogenesis analysis to document the contribution of cell polarization to folliculogenesis. FRT follicle-like structures were fixed at different time periods for up to 7 days and immunostained for the appropriate polarity markers for imaging analysis (Fig. 2). As shown in the representative confocal images, after the first cell division, adherens junctions (marked by β-catenin) were established at the cell–cell contact region of the two-cell aggregate (Fig. 2A, day 1), and the apical membrane-associated protein ezrin was intracellular, just underneath the contact site (Fig. 2A, day 1, left panel). Localization of ezrin at the plasma membrane at a common point between the apposing cells interrupted junction integrity and continuity locally soon after the first cell division (Fig. 2A, day 1, right panel), defining the apical initiation site, a situation analogous to that in MDCK cyst morphogenesis (Bryant et al., 2010). The formation of the apical surface along the cell–cell contact on the second day of culture was revealed by ezrin labeling (Fig. 2A, day 2), whereas adherens junctions were restricted to the lateral cell membrane, defining the basolateral cell surface (Fig. 2A, day 2). Tight junctions separated apical and basolateral domains, showing upper-lateral localization as visualized by labeling of ZO-1 (Fig. 2B, day 2). Concurrently, the Golgi was apically positioned (Fig. 2B, day 2), demonstrating that intracellular polarity was acquired at the same time as membrane polarity, soon after the first cell division. As FRT cells proliferated further, the apical domain was maintained exclusively in the center of the growing structure, forming a nascent lumen on the third day of 3D growth (Fig. 2A, day 3). The lumen gradually expanded, and follicles presented a small hollow lumen at day 5 (Fig. 2A, day 5). A mature follicle with a large central lumen was formed by day 7 (Fig. 2A, day 7). The follicular lumen was delineated by the apical plasma membrane surface that was positive for ezrin (Fig. 2A, day 5 and 7), whereas adherens junctions were laterally localized (Fig. 2A, days 3, 5 and 7) and tight junctions were constrained at the apicolateral domains (Fig. 2B, day 2 and 5).

**Fig. 2.**
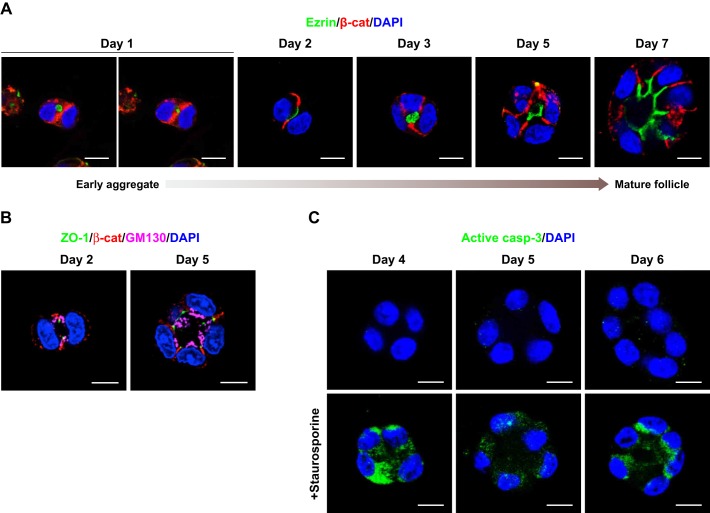
**Apical domain definition is essential for *de novo* lumen formation in developing FRT follicle-like structures.** (A) Apical–basal polarization and lumen formation were observed in developing FRT follicle-like structures. Structures were fixed at the indicated number of days and stained for ezrin (green) and β-catenin (red, β-cat). (B) Membrane and intracellular polarity acquisition in representative FRT follicle-like structures at the indicated time points of culture. Structures were stained for ZO-1 (green), β-catenin (red) and GM130 (magenta). (C) Developing follicle-like structures were immunostained for activated caspase-3 (green) after culture for the indicated number of days. Structures that had been treated with staurosporine (200 µM) for 4 h to induce apoptosis were also immunolabeled for activated caspase-3 (positive control). Representative confocal middle *z*-sections are shown. All nuclei were stained with DAPI (blue). Scale bars: 10 µm.

As inner cell apoptosis is a common mechanism for *de novo* lumen formation (Datta et al., 2011), we immunostained developing follicle-like structures for cleaved (activated) caspase-3 after 4, 5 and 6 days of growth (Fig. 2C). Staurosporine treatment for 4 h was used as a positive control for apoptosis (Fig. 2C, lower panels). No apoptotic cells were observed in the center of the follicular structures during lumenogenesis, indicating that caspase-dependent apoptosis was not necessary for the formation of a central lumen. Because an open lumen could be clearly detected on the fifth day of 3D culture in Matrigel, we evaluated the efficiency of lumen formation in FRT follicles cultured for 5 days. Interestingly, 76% of the follicles presented a single lumen in the center of the structures (*n*>150 follicles). The remaining structures presented either more than one intracellular lumen (18%) or comprised cell aggregates without any obvious lumen owing to incorrect apical–basal polarity (6%) (Fig. S1B).

Similar findings were obtained in mouse primary thyrocytes that had been embedded in Matrigel (Fig. S2 and Movie 2). Apical–basal polarization was achieved at the second day of follicular growth (Fig. S2A,B, day 2) and was preserved during follicle reorganization. A central hollow lumen was successfully formed at day 5, defined by apical membrane proteins (Fig. S2A,B, day 5), and lumen-secreted glycoproteins were also observed inside the lumen (Fig. S2B, day 3).

Collectively, these results show that lumen formation requires apical domain specification. The absence of apoptosis suggests that a mechanism of ‘hollowing’ could be involved in thyroid follicle formation, as has been previously described in MDCK 3D cysts (Martín-Belmonte et al., 2008).

### Follicle organization requires upregulation of genes encoding structural and functional components

Despite its importance for the proper structure and function of the thyroid gland, very little is known about the regulation of follicle formation. To gain insight into the molecular pathways involved in this regulation, we performed a microarray-based differential expression analysis and compared the transcriptome of FRT cells undergoing apical–basolateral polarization in 2D monolayer cultures with equivalent 3D Matrigel cultures. 

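FRT cells, a rat thyroid epithelial line that forms polarized monolayers, were compared on day 5 of culture as 2D monolayers and as 3D follicles in Matrigel, a basement membrane extract. RNA of each of 4 3D cultures was labelled with Cy5 and hybridized to an Agilent rat expression array together with 1 pool of 4 2D cultures labelled with Cy3. On 1 further array the dyes were swapped, with the 2D pool in Cy5 and a pool of the 3D cultures in Cy3, and all 5 arrays lay on 1 slide. Each array carried 58717 spots other than controls, for 30367 different probes, and 0 of them were saturated. Cy5 was the brighter channel whichever RNA it carried. Its median signal was 103 to 117.5 on the replicate arrays and 105 on the swapped array, against 47 to 52 and 54 for Cy3. Between 47.1% and 50.9% of probes were well above background in the 3D channel, and between 45% and 50.1% in the 2D channel. The authors subtracted background by normexp, normalized by loess within arrays and by quantiles between arrays, and fitted linear models with limma. The deposited spot intensities were processed here by normexp with an offset of 50 and loess, and between arrays by a form of quantile normalization that leaves the loess log ratios in place. This last step differs from the authors', whose deposited ratios were quantile-normalized over all channels. With their table 49.2% of the genes that passed were higher in 3D, against 55.6% here. Accessions of 17998 probes were paired with a gene symbol, which gave 15154 genes, each read from its brightest probe. Every ratio was expressed as log2 of 3D over 2D and tested against 0 over the 5 arrays with limma at an FDR below 0.01, without a term for the dye. Across genes, ratios correlated between replicate arrays with r from 0.871 to 0.946, and between the swapped array and the replicate arrays with r from 0.734 to 0.765. Genes are not independent replicates. Because the 2D side was a single pool shared by every ratio, the test leaves out the spread between 2D cultures. The swapped array held pools of the same cultures and was counted in the fit as a further array although it is not an independent sample, so the 5 arrays behind each adjusted p hold 4 distinct 3D cultures. Its value is given beside the mean ± SD of the 4 replicate arrays, whose signs alone cannot give an exact two-sided p under 0.125.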

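The genes with the largest differences between 3D and 2D cultures encode proteins of varied function, and they are named here one by one. The genes named as largest were those that passed the test, moved the same way on all 5 arrays and lay well above background in the brighter condition. Tgm2 encodes transglutaminase 2, which cross-links proteins, and its transcript had a log2 fold change of 4.52 (standard error 0.07, limma adjusted p = 1.32e-09). It measured 4.57 ± 0.20 (SD, n = 4) on the replicate arrays and 4.34 on the swapped array. Aldh1a1, a retinaldehyde dehydrogenase, rose by 4.18 on the log2 scale, and Plac8 by 3.41. Complement component C3 rose by 3.02 (limma adjusted p = 6.1e-06), and it varied more between cultures, with 3.00 ± 0.86 (SD, n = 4) on the replicate arrays. It was 2.17 and 2.35 in replicates 1 and 2, and 3.76 and 3.73 in replicates 3 and 4. Lgr4, a receptor for R-spondins, rose by 2.35 (limma adjusted p = 5.49e-08). Trib3, a pseudokinase induced by stress, had a log2 fold change of -2.79 (standard error 0.07, limma adjusted p = 1.56e-08), with -2.74 ± 0.18 (SD, n = 4) on the replicate arrays and -3.01 on the swapped array. Fabp5, a fatty acid binding protein, reached -2.16. The fibronectin gene Fn1 reached -2.04 (limma adjusted p = 4.48e-06), Mthfd2, an enzyme of mitochondrial folate metabolism, -1.97, and Fosl1, a subunit of the AP-1 transcription factor, -1.88. The other probe of Fn1 gave -0.80, and the mean of all its probes was -1.42. On the probe used here Fn1 was -1.28 in replicate 1, against -2.43 to -2.13 in the other replicates. In all, 3918 of 15154 genes (25.9%) passed the test, and 3805 of these moved the same way on all 5 arrays, while in 101 the swapped array ran against the fitted direction. Most changes were small: the median absolute log2 fold change of the genes that passed was 0.408, and 180 rose and 149 fell at least 2-fold. With a normexp offset of 0, 2222 genes passed. With each array centred on its median in place of loess, 7 passed and 12713 genes had a dye effect.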

A total of 4520 differentially expressed genes were identified under 3D versus 2D culture conditions (false discovery rate, FDR<0.01, Table S1). Of these, 2265 upregulated and 2255 downregulated genes in 3D culture conditions were ranked based on *t*-statistics and gene-set enrichment analysis (GSEA), applying the KEGG pathway database (Table S2). 

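Transcripts for sterol synthesis and for cell division fell together in 3D cultures. Of 23 genes of cholesterol biosynthesis, all 23 were lower, also when adjusted over the list alone, with a median log2 fold change of -0.99. Idi1, an isomerase of the mevalonate pathway, fell most (-1.91, limma adjusted p = 6.61e-08), with -1.96 ± 0.15 (SD, n = 4) on the replicate arrays and -1.71 on the swapped array, followed by Insig1, a sterol-responsive regulator of the pathway (-1.70). Of 25 cell cycle genes measured, 18 were lower (20 adjusted over the list alone) and 0 higher, by limma and also at an unadjusted p under 0.05. Ccna2, which encodes cyclin A2, had a log2 fold change of -1.47 (limma adjusted p = 1.81e-06) and of -1.11 in replicate 1, and the mitotic kinase Plk1 one of -1.39 (limma adjusted p = 1.34e-07). The fall was smaller in replicate 1, where the median of the cell cycle genes was -0.49, against -0.93 to -0.89 in the other replicates. Among 17 targets of the transcription factors YAP and TEAD, 8 were lower (9 adjusted over the list alone), led by Gadd45a (-1.66) and by Ccn2, which encodes connective tissue growth factor (-1.25, with -2.74 to -1.10 over 15 alternatives), and Asap1 was higher (0.23). The median of these targets was -0.06 in replicate 1, against -0.41 to -0.28 in the other replicates and -0.18 on the swapped array. Among 15 genes of the hypoxia response, 7 were lower (9 adjusted over the list alone) and 3 higher (3 over the list alone), with Vegfa, the endothelial growth factor, at -1.43 (-1.91 in replicate 1, and -0.91 as the mean of all its probes) and the prolyl hydroxylase gene Egln3 at 0.77. Among 13 NF-kB targets and chemokines, 6 were higher and 1 lower (6 and 1 adjusted over the list alone), with a median of 0.19. With dim probes removed, 7 of the 13 genes were left, with a median of 1.57, and with median centring the median was 0.02. Csf1, a macrophage growth factor, rose by 1.77 and the inhibitor gene Nfkbia by 1.76, and Lcn2, which encodes lipocalin 2, fell by 0.67 and passed in 9 of 15 alternatives. Lcn2 was at -0.90 and -1.06 in replicates 1 and 2, at -0.16 and -0.12 in replicates 3 and 4, and at -1.11 on the swapped array. Over the 15154 genes, 2177 were higher and 1741 lower, and the list ranked by t crossed 0 at rank 7751 (51.1% of the genes). The groups were lists written for this comparison, and the KEGG gene sets were not used here. Each of 28 lists was compared with all other genes by camera in limma with a preset correlation of 0.01. The adjusted p was 4.75e-20 for cholesterol biosynthesis, 1.6e-14 for the cell cycle, 0.00436 for the YAP and TEAD targets, 0.0445 for hypoxia and 0.0461 for NF-kB. With an estimated correlation the camera adjusted p was 0.214 for the first 4 of these lists and 0.429 for NF-kB. The shared 0.214 comes from the adjustment over lists. The unadjusted camera p ran from 0.00801 for cholesterol biosynthesis to 0.0535 for hypoxia. The estimated correlation of the hypoxia list was -0.0622, below the preset 0.01, yet its unadjusted p rose from 0.0111. A higher correlation therefore does not account for the loss of that call. Over 17 alternatives the hypoxia list passed in 11 (camera adjusted p from 0.0298 to 0.699), and its median turned to 0.08 under median centring. The NF-kB list passed in 10 of 17 (camera adjusted p from 0.0238 to 0.429) and not without the swapped array, and the YAP and TEAD list passed in 15 of 17.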

To confirm the role of these differentially expressed genes in 3D follicle formation, we created two customized gene sets related to 3D tubulogenesis (Rodríguez-Fraticelli et al., 2011) and 3D MDCK cyst morphogenesis (Gálvez-Santisteban et al., 2012) based on published data. After performing GSEA analysis, we obtained significant enrichment (FDR<0.05) for both gene sets, comprising 11 and 66 common genes, respectively (Fig. 3A; Tables S3 and S4, respectively), demonstrating the presence of global regulators of 3D epithelial morphogenesis that are also well conserved among tissues in different organisms.

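Among genes that bring membrane to the apical pole, 15 were higher in 3D cultures and 16 did not pass the test, while genes of kidney tubule development moved both ways. Apical surfaces are built from vesicles that carry Rab GTPases and fuse with the membrane through SNARE proteins. Of 32 genes of apical vesicle trafficking, 15 were higher and 1 lower (16 and 1 adjusted over the list alone), with a median log2 fold change of 0.25. The median was 0.29 ± 0.03 (SD, n = 4) on the replicate arrays and 0.10 on the swapped array, where 12 of the 32 genes were lower. Rab3d, a GTPase of secretory vesicles, rose by 0.73 (limma adjusted p = 8.12e-06) and Rab11a, a GTPase of recycling endosomes, by 0.34 (limma adjusted p = 0.000316). Anxa2 encodes annexin A2, which links membranes to actin, and rose by 1.27 (limma adjusted p = 9.09e-05), with 1.48 ± 0.03 (SD, n = 4) on the replicate arrays and 0.43 on the swapped array, so that its size depended on the dye or on that 1 array. The SNARE gene Stx3 was the member that fell, by 0.36 on the log2 scale, and under median centring it turned to 0.05. Rab8a, a GTPase of apical transport, did not pass the test (0.23, limma adjusted p = 0.091), with -0.28 on the swapped array. It passed in 1 of 15 alternatives, without the swapped array, and its limma adjusted p ranged from 5.02e-05 to 0.579. Of 25 genes of lumen formation in epithelial cysts, 12 were higher and 2 lower (13 and 2 adjusted over the list alone), and 14 of the 25 were also members of the trafficking list. The genes that fell were Stx3 and Crb3, which encodes a Crumbs protein of the apical membrane (-0.17, limma adjusted p = 0.00838). Crb3 passed in 6 of 15 alternatives and turned to 0.37 under median centring. In camera the adjusted p was 0.000281 for trafficking and 0.00192 for lumen formation. For both, the adjusted p = 0.214 with an estimated correlation. By fgsea on the moderated t, the ranking used for GSEA, the adjusted p was 0.000644 and 0.0626, where the lumen list did not pass. Over 17 alternatives its adjusted p ranged from 0.000571 to 0.214. Of 24 genes of kidney tubulogenesis, 7 were higher and 3 lower, as when adjusted over the list alone, and the list did not pass (camera adjusted p = 0.392). The secreted ligand gene Wnt4 was 2.83-fold higher (limma adjusted p = 4.93e-07), and the growth factor receptor gene Fgfr2 rose by 1.05 on the log2 scale (limma adjusted p = 6.19e-06). Its other probes gave 0.33, 0.34 and 0.67, and the mean of all its probes 0.60. The transcription factor genes Etv5 and Etv4, which act downstream of such receptors, fell by 1.03 and 0.59. These were lists of general knowledge, and the study's own sets of common genes were not used here. Of their members, 4 of trafficking, 1 of lumen formation and 2 of kidney tubulogenesis are printed in Fig. 3B or Fig. 6A. All of these were higher. The study chose them on these samples, so they are not independent evidence.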

**Fig. 3.**
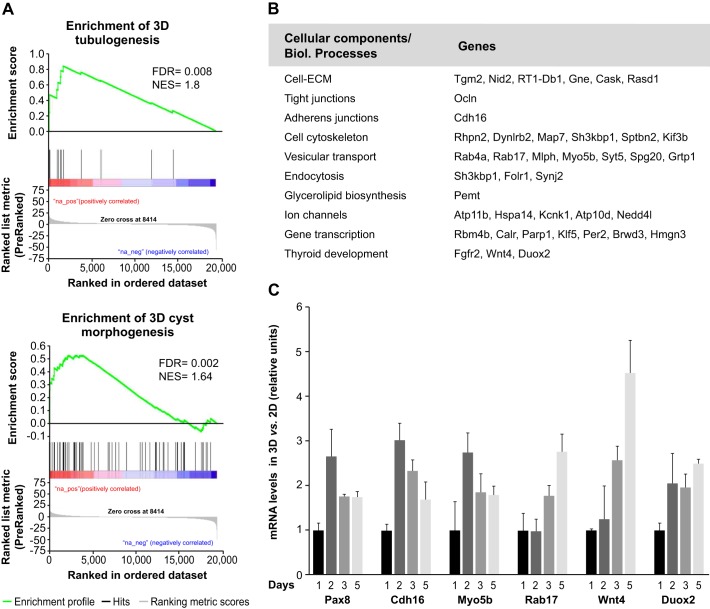
**Differential expression of structural and functional cell components is necessary for 3D follicle formation.** (A) GSEA statistic plots of 3D vs 2D culture gene expression profiles compared to different gene sets. Gene set enrichment plot of molecular regulators of tubulogenesis (top) and 3D MDCK cyst morphogenesis (bottom). FDR, false discovery rate q-value; NES, normalized enrichment score. (B) Common upregulated genes in 3D culture and Pax8 positively regulated genes classified according to their participation in biological processes. (C) Relative mRNA expression of a selected panel of genes that were upregulated during 3D follicle formation. FRT cells were grown for the indicated number of days (*x*-axis) in 2D and 3D culture. Quantitative data was normalized to expression levels in 2D culture and related to expression in 3D culture at day 1 (relative units). Standard deviation is depicted with positive error bars (*n*=3 biological repeats).

To identify specific regulators of thyroid follicle formation, we focused only on those genes whose expression was induced in 3D culture and are involved in crucial biological processes according to KEGG annotations (Table S5). Among the upregulated genes in 3D cultures, we identified the thyroid transcription factor Pax8 and 71 genes positively regulated by Pax8 (Ruiz-Llorente et al., 2012), including genes encoding for structural and functional cell elements such as adherens and tight junctions (e.g. cadherin-16, occludin), components of the trafficking machinery (e.g. myosin-Vb, *Rab17*), cell cytoskeleton proteins, ion channels, proteins involved in thyroid differentiation (e.g. *Wnt4*, *Fgfr2*, *Duox2*), and others (Fig. 3B). 

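Pax8 is a paired-box transcription factor of thyroid follicular cells, and its transcript was higher in 3D cultures, with a log2 fold change of 0.71 (standard error 0.12, limma adjusted p = 0.0013). It measured 0.87 ± 0.15 (SD, n = 4) on the replicate arrays and 0.05 on the swapped array. With a term for the dye the 3D change was 0.46 (limma adjusted p = 0.000412) and the dye effect 0.41 (limma adjusted p = 0.00882). Pax8 passed in 12 of 15 alternatives, over which its adjusted p ranged from 2.84e-06 to 0.194, and not with a normexp offset of 0, with Agilent's processed signals or with median centring. Of the 39 genes printed in Fig. 3B, 34 were measured, and all 34 were higher on average, on the swapped array and by the test, also when adjusted over the list alone. The study chose these genes on these samples, so their count is not independent evidence. Ocln encodes occludin of the tight junction and rose by 0.88 (limma adjusted p = 4.08e-06), with 0.94 ± 0.10 (SD, n = 4) on the replicate arrays and 0.62 on the swapped array. Rab17, a GTPase of epithelial trafficking, rose by 1.04 (limma adjusted p = 4.44e-06) and was lower in replicate 1 (0.72) than in the others (1.04 to 1.06). Myo5b encodes the vesicle motor myosin-Vb and rose by 0.47 (limma adjusted p = 7.62e-05). Mlph, an adaptor between vesicles and a myosin, was 1.62-fold higher in the fit without a dye term. Its log2 fold change was 0.69, with 0.63 to 3.23 over 15 alternatives and 0.52 on the swapped array. Its signal in 2D was not well above background, so the size of its rise is uncertain. Among adaptors and membrane proteins, the adaptor gene Sh3kbp1 rose by 1.85, the folate receptor gene Folr1 by 1.10 and the potassium channel gene Kcnk1 by 0.34. Duox2, which encodes the dual oxidase that supplies hydrogen peroxide for hormone synthesis, rose by 0.68 (limma adjusted p = 0.000414), with 0.59 ± 0.25 (SD, n = 4) on the replicate arrays and 1.06 on the swapped array. It passed in 12 of 15 alternatives, and not with a normexp offset of 0, with Agilent's processed signals or with median centring. Klf5, a transcription factor gene, rose by 0.44 (limma adjusted p = 0.00389), and it was the 1 gene of the figure that did not pass with a term for the dye. It passed in 9 of 15 alternatives (limma adjusted p from 0.00142 to 0.166). Over the 34 genes the log2 fold changes had a median of 0.60, and 9 reached at least 2-fold. With a normexp offset of 0, 24 of the 34 passed, and with median centring 1 passed. The signal of Rasd1, Atp11b, Atp10d, Nedd4l and Brwd3 could not be assigned, since no probe was paired with these symbols.

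**Figure D1:**
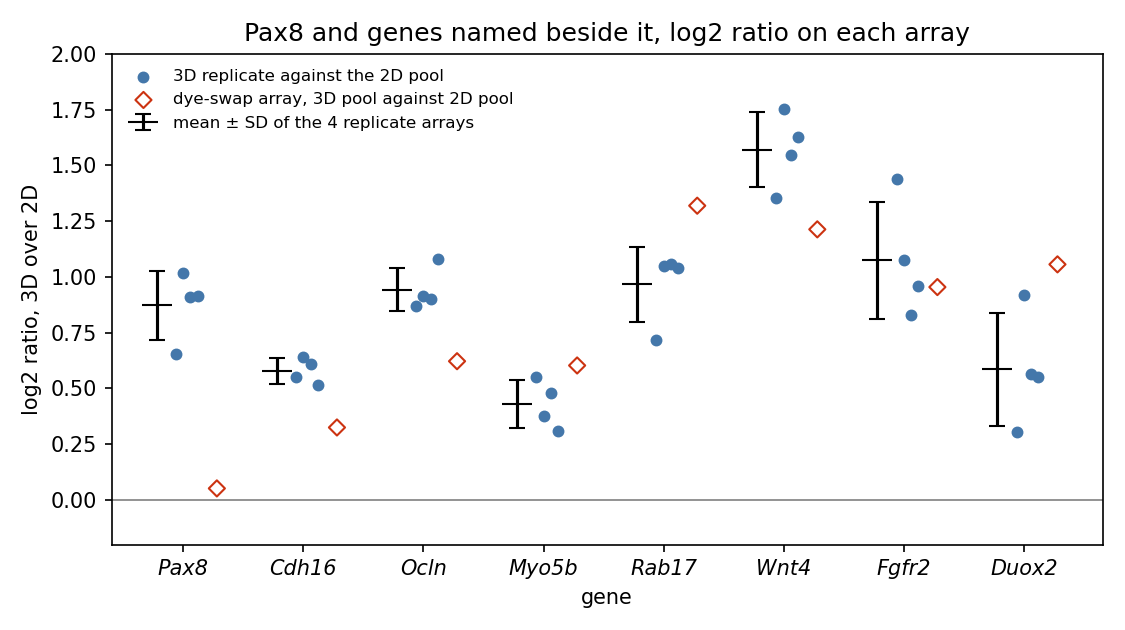
Log2 ratio of 3D over 2D for Pax8 and 7 genes of Fig. 3B on each of the 5 arrays. Blue points are the 4 replicate arrays, black marks their mean ± SD, and the red diamond is the swapped array, which for Pax8 sits near 0 (0.05) and for the other genes well above it.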

We examined the mRNA levels of *Pax8* and several putative downstream targets in developing FRT follicles in 2D and 3D cultures by performing quantitative reverse-transcription (qRT)-PCR (Fig. 3C). As expected, all genes were upregulated in 3D cultures. Furthermore, distinct temporal patterns of gene expression were observed. Accordingly, *Pax8*, *Cdh16* and *Myo5b* exhibited maximum mRNA expression after 2 days of growth in Matrigel, when 3D apical–basal polarization takes place. By contrast, *Rab17*, *Wnt4 and Duox2* expression progressively increased to reach a maximum after 5 days of growth, when mature follicles are formed.

Overall, these findings demonstrate that 3D follicle organization depends on the transcriptional modulation of genes encoding structural and functional components, and that the thyroid transcription factor Pax8 might directly regulate different events of thyroid folliculogenesis.

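Most genes of thyroid hormone production did not pass the test, and only 8 of 19 were well above background in at least 1 condition, so a change in the others could have been missed. Of 19 genes of thyroid differentiation, 2 were higher, also when adjusted over the list alone, and 0 lower by limma (1 lower at an unadjusted p under 0.05). These were Pax8 and Duox2, and the median of the 19 was 0.01. Nkx2-1, a transcription factor gene of the thyroid, was not well above background in either condition. As a list, thyroid differentiation did not pass (camera adjusted p = 0.588). Of the markers of other cells, 4 of 8 for fibroblasts, 1 of 7 for endothelial cells, 3 of 8 for leukocytes and 3 of 6 for C cells were well above background, so a change in most of them could have been missed. Of 8 fibroblast markers, the receptor gene Pdgfra was higher (0.55, limma adjusted p = 6.79e-06) and 0 were lower (1 lower at an unadjusted p under 0.05). The count was the same adjusted over the list alone. Of 7 endothelial markers and of 6 markers of thyroid C cells, 0 passed by limma, and 0 also at an unadjusted p under 0.05 and when adjusted over the list alone. Cdh5, the endothelial cadherin gene, had a log2 fold change of -0.03 and Calcb, a calcitonin family gene, one of 0.07, while Tie1 and Chgb of the same lists were not well above background in either condition. In 2D the Calcb probe was well above background on 1 of 5 arrays. Of 8 leukocyte markers, Lyz2, a lysozyme gene, was lower by the test (limma adjusted p = 0.0093, over a range of 0.000827 to 0.235), and 0 passed when adjusted over the list alone (1 at an unadjusted p under 0.05). Lyz2 passed in 5 of 14 alternatives. Its probe was well above background on 1 of 5 arrays in 3D and on 2 of 5 in 2D, so the size of its change is not given and the call is weak. The camera adjusted p of these 4 lists ranged from 0.544 to 0.988. From the microarray comparison and the time course of qRT-PCR, the paper concludes that the organization of follicles in 3D rests on a changed transcription of genes for structural and functional components. From the same findings, the paper proposes a direct role of Pax8 in steps of folliculogenesis.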

### Pax8 depletion impairs apical–basal polarization and inhibits proper lumen formation

To investigate the role of Pax8 in the formation of 3D follicle-like structures, we silenced its expression in FRT cells (Fig. 4A). We observed that the vast majority of the silenced *Pax8* (shPax8) 3D structures exhibited a gross mislocalization of the intense ezrin staining towards the periphery of the structures (Fig. 4B, lower panels) rather than facing the lumen as seen in FRT parental (Fig. 2A) and FRT control (shCtr) follicle-like structures (Fig. 4B, upper panels). Apical marker mislocalization was observed from day 2 and was maintained at day 5 of follicular growth, and was accompanied by the mutual exclusion of the basolateral marker β-catenin (Fig. 4B, lower panels). The unaffected lateral localization of β-catenin in shPax8 structures indicated that those structures maintained the ability to preserve adherens junctions after depletion of *Pax8* (Fig. 4B, lower panels). The defective polarization in shPax8 structures was also demonstrated by the distribution of the tight junction protein ZO-1, which maintained apicolateral localization in polarized FRT cells. In Pax8-depleted structures, additional ZO-1-positive sites were visible throughout the cell–cell contact region in 2-day-old structures, and cells presented a basolateral distribution of ZO-1 after 5 days of growth (Fig. 4B, lower panels, white arrows).

**Fig. 4.**
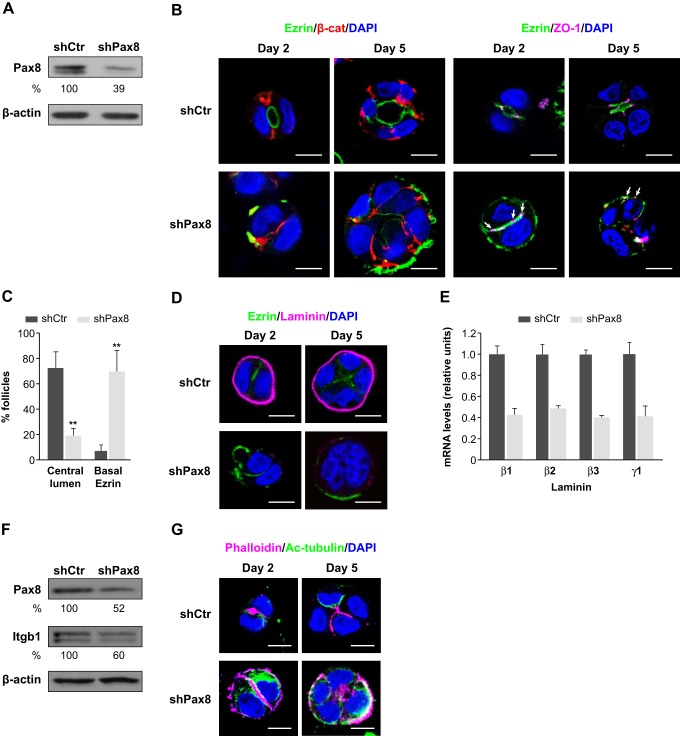
**Pax8 depletion disrupts apical membrane orientation, lumen formation, and basement membrane and polarized cytoskeleton organization in FRT 3D structures.** (A) Protein expression levels of Pax8 in FRT cells after infection with lentiviruses containing a non-silencing shRNA (shCtr) or shRNA against Pax8 (shPax8) expression vector. Protein levels were quantified as percentages relative to shCtr expression levels (shown under blots). (B) Apical–basal polarization in shCtr and shPax8 FRT cells that had been grown for 2 and 5 days in 3D Matrigel culture. Representative single confocal sections through the middle of FRT structures that had been stained for polarity markers ezrin (green), β-catenin (red) and ZO-1 (magenta, white arrows indicate basal ZO-1 localization) are shown. (C) Quantification of lumen formation and ezrin localization. Graph denotes the percentage of shCtr or shPax8 FRT structures that formed a central lumen and exhibited ezrin delocalization at the periphery at 5 days of growth. Values are mean±s.d. from three replicates, *n*≥30 follicles per replicate. **P<0.001 (*t*-test). (D) Localization of endogenous laminin-332 in control and Pax8-depleted structures. Representative single confocal sections in the middle of shCtr and shPax8 FRT structures at 2 and 5 days of growth that had been stained for ezrin (green) and laminin-332 (Laminin, magenta) are shown. (E) Relative mRNA expression levels of β1, β2, β3, γ1 laminins in shCtr and shPax8 FRT cells. Quantitative data was related to expression in shCtr cultures (relative units). s.d. between triplicates is depicted with positive error bars. (F) Protein expression of β1-integrin in Pax8-depleted structures. Lysates were immunoblotted for Pax8 and β1-integrin (Itgb1). Protein levels were quantified as percentages relative to shCtr expression levels (shown under blots). All lysates were immunoblotted for β-actin to ensure equal loading. (G) Polarized organization of actin and microtubule cytoskeleton in control and Pax8-depleted structures at the indicated days of growth. Representative single confocal sections in the middle of shRNA FRT structures that had been stained for phalloidin (magenta) and acetylated α-tubulin (Ac-tub; green). All nuclei were stained with DAPI (blue). Scale bars: 10 µm.

We then evaluated lumen formation in shPax8 structures that had been grown for 5 days in Matrigel using as a reference the ezrin-delineated centrally localized cavities. Although the majority (72.4%) of control follicle-like structures developed a central lumen, only 19.2% of Pax8-depleted structures presented a single lumen in the center of the structures (Fig. 4C). Instead, significant apical marker mislocalization at the periphery of the structures was detected in 69.4% of Pax8-depleted structures (Fig. 4C), as verified by the basal localization of ezrin and the basolateral ZO-1 distribution. Moreover, the majority of Pax8-depleted structures exhibited partial delocalization of ezrin; some of them exhibited the apical marker at the periphery, whereas in others, ezrin was detected both at the periphery and the center, although staining was weaker in the center of the cell aggregate. These results show that depletion of *Pax8* impairs membrane polarity acquisition and lumen formation, leading to disrupted follicular organization.

*In vivo* and *in vitro* experiments performed in different cellular models have demonstrated that correct orientation of cell polarity and tissue morphogenesis depend on β1-integrin and laminin assembly in the basement membrane (O'Brien et al., 2001; Wu et al., 2009; Yu et al., 2005). To characterize the follicle–matrix interface in normal and disrupted follicular structures, we first analyzed the distribution of endogenous laminin-332 (comprising the chains LAMA3, LAMB3 and LAMC2). This protein has no subunits in common with laminin-111, the main component of Matrigel, and its signal can therefore be used to identify secreted matrix proteins at the basement membrane. As observed under normal conditions, laminin-332 was tightly assembled into a uniform structure surrounding the follicular periphery, providing support to the growing follicle-like structure (Fig. 4D, upper panels). Under Pax8-depleted conditions, laminin staining was very weak, almost absent around the cell aggregates (Fig. 4D, lower panel). To determine whether the lack of laminin was due to defective deposition or reduced protein expression, we measured the mRNA levels of α, β and γ laminins by performing qRT-PCR in control and Pax8-silenced FRT cells. We found that expression of laminin β1, β2, β3 and γ1 chains (encoded by *Lamb1*, *Lamb2*, *Lamb3* and *Lamc1*, respectively) was reduced in Pax8-silenced cells (Fig. 4E), suggesting Pax8-dependent regulation of laminins in follicular polarity acquisition. Next, we evaluated β1-integrin (Itgb1) protein expression by western blotting to better understand the mechanism underlying defective polarization in the absence of Pax8, and we found that Itgb1 protein levels were decreased in shPax8 cell aggregates (Fig. 4F). These results demonstrate that Pax8-depleted structures might not fully interact with the matrix owing to the absence of β1-integrin receptors. Ultimately, the lack of β1-integrin-mediated signaling could be responsible for the defective polarization in the absence of Pax8.

We next examined the distribution of the actin cytoskeleton in Pax8-depleted cell aggregates, and we observed that actin filaments were distributed at the periphery of those structures (Fig. 4G, lower panels) instead of being apically localized, as observed in control follicle-like structures (Fig. 4G, upper panels). Regarding the polarized distribution of microtubules, we used an antibody against acetylated α-tubulin known to stain only the apically orientated microtubules in MDCK cysts (Zink et al., 2013). We observed that acetylated microtubules were restricted to the subapical domains in control follicle-like structures (Fig. 4G, upper panels), whereas Pax8-depleted structures showed a disorganized distribution towards the basal side (Fig. 4G, lower panels). Given the findings that polarized distribution of both the actin filaments and acetylated microtubules was impaired in Pax8-depleted structures, we conclude that Pax8 is necessary for the polarized organization of the cell cytoskeleton in thyroid follicles.

Comparable findings were obtained in follicles generated from mouse primary thyrocytes after depletion of Pax8 (Fig. S2C, left panel). At day 2, the apical domain between adjacent cells was absent, and both ezrin (Fig. S2C, right, top panels) and actin filaments (Fig. S2C, right, middle panels) were delocalized at the periphery of the follicles. Consequently, the lumen initiation site was not defined, and the lumen was not formed after 5 days of growth (Fig. S2C, right, bottom panels).

### Loss of Cdh16 leads to defective polarity and impaired follicle formation through laminin and β1-integrin downregulation

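Cadherins hold neighbouring cells together, and the transcript of Cdh16, a cadherin gene of kidney and thyroid epithelium, was higher in 3D cultures with a log2 fold change of 0.53 (standard error 0.05, limma adjusted p = 3.67e-05). This corresponds to a 1.44-fold rise. It was positive on all 5 arrays, with 0.58 ± 0.06 (SD, n = 4) on the replicate arrays and 0.33 on the swapped array. Cdh16 passed in 14 of 15 alternatives, over which its adjusted p ranged from 3.27e-06 to 0.206, and not with median centring. Of 17 genes of adherens junctions and desmosomes, 6 were higher and 1 lower, as when adjusted over the list alone. P-cadherin (Cdh3) rose by 1.05 (limma adjusted p = 0.000263), with 1.39 in replicate 1 and 1.19 to 1.22 in the others, and with 0.25 on the swapped array, where a dye effect or another feature of that 1 array reduced it. The desmosome plaque gene Pkp2 rose by 0.82 (limma adjusted p = 1.78e-06), and Ctnnb1, which encodes beta-catenin, by 0.28 (limma adjusted p = 0.00114). Vcl, which encodes the actin linker vinculin, fell by 0.22 (limma adjusted p = 0.00718), but it passed in 7 of 15 alternatives and had a log2 fold change of 0.28 under median centring and of -0.11 as the mean of all its probes. E-cadherin (Cdh1), a gene chosen after its values were seen, did not pass the test (-0.07, limma adjusted p = 0.435). The junction list as a whole did not pass (camera adjusted p = 0.275).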

*Cdh16*, a Pax8 target gene (de Cristofaro et al., 2012), was identified among the upregulated genes under 3D conditions in the microarray analysis. We further confirmed that its expression was specifically enriched during the first stages of FRT cell 3D polarization and follicle formation *in vitro* (Fig. 3C). Next we studied the effect of Pax8 depletion on Cdh16 protein expression and localization in FRT follicle-like structures. Protein levels of Cdh16 were markedly decreased in cells that lacked Pax8 (Fig. 5A, upper panel), and its lateral localization, just below the tight junctions, was lost in Pax8-depleted structures (Fig. 5A, lower panel). To question whether Cdh16 is involved in follicle formation, we depleted its expression (Fig. 5B) and performed 3D morphogenesis assays in developing structures. We observed that the apical polarity in Cdh16-depleted structures (shCdh16) was impaired from day 2 of follicle growth, as revealed by the aberrant peripheral localization of ezrin (Fig. 5C, day 2 left lower panel). After 5 days of growth, shCdh16 cell aggregates exhibited ezrin at the basal side (24.5% of the structures, Fig. 5C graph) or both at basal and apical sides (29%), as shown in the representative images in Fig. 5C. The fact that ezrin appears both apically and basally could be due to gradual loss of Cdh16 silencing in growing structures. Accordingly, the distribution of tight junctions was basolateral and, as a result, only 45.5% of the Cdh16-depleted structures formed a single central lumen (Fig. 5C, graph).

**Fig. 5.**
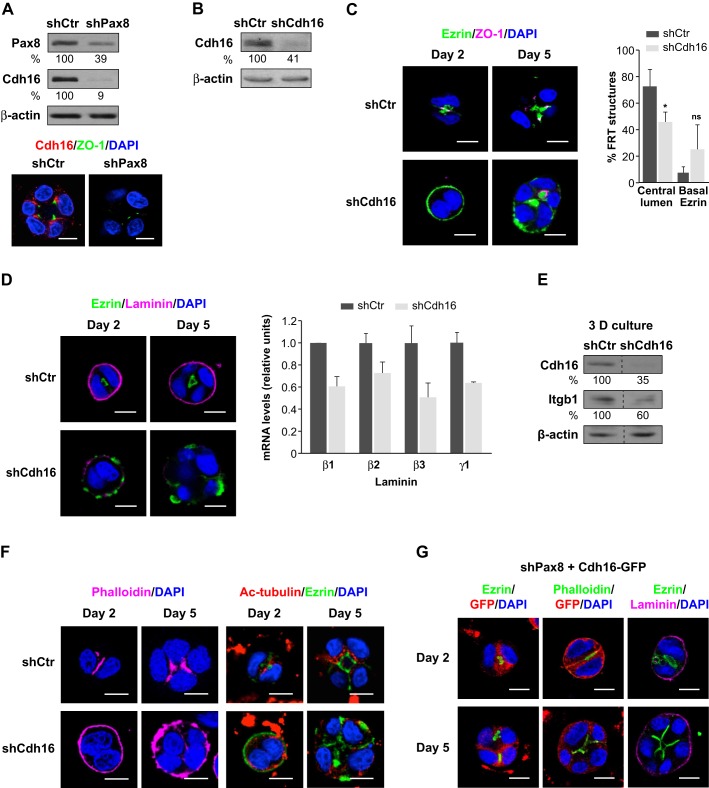
**Correct polarization and thyroid follicle formation depends on Cdh16 expression.** (A) Protein expression and localization of Cdh16 in control (shCtr) and Pax8-silenced (shPax8) FRT cells. Upper panel, protein expression of Pax8 and Cdh16 in shCtr and shPax8 FRT cells. Lower panel, lateral localization of Cdh16 in control and Pax8-depleted structures. Representative single confocal sections in the middle of shCtr and shPax8 FRT structures that had been stained for Cdh16 (red) and ZO-1 (green) after 5 days of growth are shown. Protein levels were quantified as percentages relative to shCtr expression levels (shown under blots). (B) Protein expression of Cdh16 in FRT cells after infection with lentiviruses containing a non-silencing shRNA (shCtr) or shRNA against Cdh16 (shCdh16) expression vector. Protein levels were quantified as percentages relative to shCtr expression levels (shown under blots). (C) Apical–basal polarization and lumen formation in Cdh16-depleted structures. Left panel, representative single confocal sections of shCtr and shCdh16 FRT structures at 2 and 5 days of growth in Matrigel that had been stained for ezrin (green) and ZO-1 (magenta). Right panel, quantification of lumen formation and basal ezrin localization. Graph denotes the percentage of shCtr or shCdh16 FRT structures forming a single central lumen and presenting ezrin delocalization at the periphery at 5 days of growth. Values are mean±s.d. from three replicates, *n*≥30 follicles per replicate. *P<0.05; ns, not significant (*t*-test). (D) Localization and expression of endogenous laminin-332 in control and Cdh16-depleted cells. Left, representative single confocal sections of shCtr and shCdh16 FRT structures at 2 and 5 days of growth in Matrigel, stained for ezrin (green) and laminin-332 (laminin, magenta). Right, relative mRNA expression of β1, β2, β3, γ1 laminins in shCtr and shCdh16 FRT cells. Quantitative data was related to expression levels in shCtr cell (relative units). s.d. between triplicates is depicted with positive error bars. (E) Protein expression of β1-integrins in Cdh16-depleted structures. Lysates were immunoblotted for Cdh16 and β1-integrin (Itgb1). Protein levels were quantified as percentages relative to shCtr expression levels (shown under blots). (F) Representative single confocal sections of shCtr and shCdh16 FRT structures at 2 and 5 days of growth in Matrigel stained for phalloidin (magenta, left panel), which labels actin filaments, and acetylated α-tubulin (Ac-tub, red, right panel) to visualize the distribution of polarized acetylated microtubules and ezrin (green). (G) shPax8 FRT cells were transiently transfected with a Cdh16–GFP expression vector and grown in Matrigel for 2 and 5 days. Representative single equatorial confocal sections were stained for ezrin (green) and GFP (red) (left panel), and phalloidin (green) and GFP (red) (middle panel) to observe polarized ezrin and actin cytoskeleton localization when exogenous Cdh16 was expressed in the shPax8 structures. Right panel, laminin-332 localization in Pax8-depleted structures expressing exogenous Cdh16. Representative single confocal sections stained for laminin-332 (Laminin, magenta) and ezrin (green). All nuclei were stained with DAPI (blue). Scale bars: 10 µm. All lysates were immunoblotted for β-actin to ensure equal loading.

Basal laminin deposition was severely reduced in shCdh16 cell aggregates when compared with control follicle-like structures (shCtr) (Fig. 5D, left panel). Additionally, in some of the Cdh16-silenced structures, weak laminin staining was detected in peripheral regions where ezrin was absent (Fig. 5D, day 2, lower panel), suggesting that laminin and ezrin expression and localization are mutually exclusive. To further study the regulation of laminins by Cdh16, we performed qRT-PCR analysis and we detected a reduction in the levels of β1, β2, β3 and γ1 laminin mRNAs in Cdh16-silenced cells (Fig. 5D, graph). Next, to better understand the mechanism underlying the defective polarization due to the lack of Cdh16, we evaluated β1-integrin protein expression in shCdh16 structures. We found that β1-integrin levels were decreased (Fig. 5E), suggesting that Cdh16-depleted cell aggregates do not fully interact with the matrix environment, as also observed in Pax8-depleted structures. Collectively, our findings point to a link between Pax8-dependent polarity orientation and the β1-integrin–laminin pathway through Cdh16.

The distribution of the cell cytoskeleton was also altered in Cdh16-depleted structures. Actin filaments were localized at the periphery (Fig. 5F, left panels), suggesting that F-actin loses its apical polarized organization because of the absence of Cdh16, and mimicked aberrant ezrin localization. Additionally, polarized acetylated microtubules had a cytosolic location and were distributed just beneath the basally mislocalized ezrin (Fig. 5F, right panels) instead of being subapical, as occurs in correctly polarized follicle-like structures. These findings demonstrate that the absence of Cdh16 leads to apical polarity disruption and follicle abnormality in a manner similar to that provoked by Pax8 depletion and suggest that, through Cdh16, Pax8 controls apical–basal polarization and regulates actin and microtubule cytoskeleton dynamics.

Comparable alterations were detected in follicles derived from mouse primary thyrocytes that had been depleted of Cdh16 (Fig. S2D, left panels). Our results indicate that suppression of Cdh16 affects apical domain definition and subsequent lumen formation, as ezrin displayed a peripheral mislocalization (Fig. S2D, right upper panels). Actin filaments were also aberrantly localized at the periphery of the structures, demonstrating defective polarization (Fig. S2D, right lower panels).

To corroborate the functional link between Pax8 and Cdh16, we performed a genetic rescue experiment in Pax8-depleted FRT cells using a Cdh16–GFP expression vector. As shown in Fig. 5G, exogenous expression of Cdh16 resulted in correct ezrin apical localization from the first cell division at day 2 that was maintained at day 5 in developing follicle-like structures (left panels). We observed that 66.6% of the Pax8-depleted FRT structures that re-expressed the exogenous Cdh16 formed a central single lumen, whereas ezrin was mislocalized at the basal side (23.5%) or at both the apical and basal sides (40.7%). Furthermore, in the follicles in which ezrin was apically relocalized, F-actin apical distribution was also restored (middle panels), indicating a direct relationship between adherens junctions and actin cytoskeleton in polarizing 3D follicle-like structures.

To further clarify the role of Cdh16 in the regulation of laminin assembly and polarity acquisition, we investigated laminin deposition in Pax8-depleted structures expressing exogenous Cdh16. We found that when Cdh16-expressing structures recovered a normal phenotype that presented apically-localized ezrin, the laminin staining pattern characteristic for normal follicle-like structures was also restored (Fig. 5G, right panel). By contrast, when the phenotype was not completely recovered and ezrin was present at both sides, laminin assembly was reduced or discontinuous (data not shown). Altogether, these findings clearly demonstrate that Pax8 controls proper apical–basal polarization through Cdh16.

## DISCUSSION

Understanding how epithelial cells organize into 3D glandular units, such as follicles, cysts and tubules, is crucial to understanding follicular polarity and follicle formation. As revealed here, 3D ECM cultures are a useful system to study thyroid morphogenesis *in vitro*. Using this approach, we have delineated the temporal progression of events contributing to the morphogenesis of hollow follicular structures from rat epithelial thyroid cells and mouse primary thyrocytes. Interestingly, we show that apical–basal cell polarity is acquired after the first cell division and that orientation of polarity is preserved between neighboring cells during cell proliferation and further follicular growth. When apical–basal polarity fails to be established at the first cell division, in the absence of Pax8 or Cdh16, lumen formation is impaired and proper follicle formation is interrupted. Moreover, our findings suggest a lumenogenesis mechanism through a ‘hollowing’ process, according to which cells adhere without luminal space, and then coordination of apical exocytosis of membrane and luminal components gives rise to a central lumen as described previously for MDCK 3D cysts (Bryant et al., 2010; Schluter et al., 2009). However, alternative lumen formation mechanisms such as cavitation, which has been reported for the grass snake thyroid gland (Rupik, 2012), might not be exclusive but rather mutually compensatory in the event that one is perturbed, as has been suggested for MDCK cyst lumenogenesis (Martín-Belmonte et al., 2008).

It is well accepted that a follicular structure is required for thyroid hormone synthesis, storage and secretion in vertebrates. However, despite the relevance of folliculogenesis for thyroid function, the molecular mechanisms that underlie 3D organization of thyroid epithelial cells into polarized follicles are an unresolved issue in the field. 

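Genes of tight junctions, polarity complexes, the basement membrane and actin fibres each held members that rose and members that fell in 3D cultures. Of 23 genes of tight junctions, 7 were higher and 3 lower, as when adjusted over the list alone. The junctional adhesion gene F11r rose by 0.63 (limma adjusted p = 1.98e-06). The largest falls were those of Cldn3 (-1.34, limma adjusted p = 2.44e-07) and Cldn23 (-0.76), which are claudin genes, but most claudin genes of the list did not pass. The scaffold gene Tjp1, which encodes ZO-1, did not pass (0.10, limma adjusted p = 0.423). Of 22 genes of polarity complexes, 6 were higher and 2 lower (8 and 2 adjusted over the list alone). Pard3 and Prkcz, which encode the partners PAR3 and atypical protein kinase C zeta, rose by 0.49 and 0.46, and Lin7c, of the Crumbs complex, fell by 0.46, passed in 10 of 15 alternatives and stood at 0.01 under median centring. The membrane linker gene Ezr did not pass (0.09, limma adjusted p = 0.26). Of 12 genes of laminins and the basement membrane, 3 were higher and 2 lower, also when adjusted over the list alone. Only these 12 of the 22 listed were measured, and Lama3, Lamb1, Nid1 and Hspg2 were among the others. Nid2, which encodes nidogen 2, rose by 1.23 (limma adjusted p = 9.46e-08, and 0.80 as the mean of all its probes) and agrin (Agrn) by 0.57, while Col18a1 fell by 0.71 and Lama5 by 0.33. Lama5 turned to 0.20 under median centring. Agrn stood apart in replicate 1 (0.82, against 0.51 to 0.55 in the others). Lamb2 (-0.11) and Lamc1 (0.12) passed only without the swapped array, of 15 alternatives, and Lama1 was not well above background in either condition. Of 13 integrin genes, 2 were higher and 1 lower, as when adjusted over the list alone. Itgb5 was at 0.48 and Itga1 at -0.32, which was 0.21 under median centring. Only these 13 of the 20 integrin genes listed were measured, and Itga2, Itga3, Itga6 and Itgav were among the others. A change in the unmeasured laminin and integrin genes could have been missed. Of 24 genes of actin stress fibres and focal adhesions, 3 were higher and 7 lower (3 and 8 adjusted over the list alone). The calponin gene Cnn3 was at -0.76 and Myl6, a myosin light chain gene, at 0.43. Myl6 measured 0.53 ± 0.04 (SD, n = 4) on the replicate arrays and 0.05 on the swapped array. It did not pass with a normexp offset of 0 or with median centring. The GTPase gene Rac1 fell by 0.19 (limma adjusted p = 0.00301), passed in 10 of 15 alternatives and was 0.31 under median centring. By camera the adjusted p was 0.437 for tight junctions, 0.321 for polarity complexes, 0.847 for laminins, 0.762 for integrins and 0.0547 for actin fibres. The actin list passed in 4 of the 17 alternatives for lists, such as a term for the dye or leaving out replicate 1. Its camera adjusted p ranged from 0.0121, without replicate 1, to 0.553. The median of this list was 0.03 in replicate 1, against -0.18 to -0.11 in the other replicates and -0.14 on the swapped array.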

Because of this and also because FRT cells can undergo polarization in either 2D or 3D cultures, we performed microarray analysis and identified several gene sets known to be implicated in 3D epithelial morphogenesis. Among the genes upregulated in 3D follicle-like structures was the transcription factor Pax8, which according to our results, controls the acquisition of thyroid cell polarity from the initiation of follicle formation. Apical markers in Pax8-depleted structures derived from FRT cells, as well as primary thyrocytes, were consistently mislocalized towards the follicle periphery. As a result, after 8 days of growth, we observed the formation of cell aggregates with defective polarization and the absence of a central lumen, which is consistent with the evidence that apical membrane biogenesis is the determining step that establishes the follicular lumen, and hence completes folliculogenesis (Yap et al., 1995).

Notwithstanding the defective polarization caused by the loss of Pax8, cell–cell junctions are formed in FRT and primary thyrocyte 3D structures, and basolateral markers of adherens junctions, such as β-catenin, remain concentrated in contact zones between cells. However, Cdh16 protein levels were dramatically diminished in the absence of Pax8, both in FRT and in primary thyrocytes, as well as in Pax8 knockout mice (de Cristofaro et al., 2012). Interestingly, *Cdh16* is upregulated during thyroid follicle morphogenesis and is specifically enriched at the initiation of apical–basal 3D polarization. Silencing of *Cdh16* expression in FRT cells and primary thyrocytes revealed defects in apical domain orientation, tight junction localization and lumen formation analogous to those observed in Pax8-depleted cell aggregates, suggesting the involvement of a Pax8–Cdh16 pathway in polarity acquisition and thyroid follicle formation.

The initial cue for apical–basal polarization derives from proteins of the basal lamina or basement membrane, a specialized layer of the ECM composed essentially of laminins, collagen IV, entactin and perlecan. To sense the extracellular environment, epithelial cells interact with ECM proteins through heterodimeric integrin molecules comprising an α- and β-integrin pair localized at the basal epithelial membrane. The distribution of molecules at the cell–matrix interface has been demonstrated to play a crucial role in the organization of epithe­lial glandular units (Jiang et al., 1999; Yu et al., 2005). Both lamin­ins and β1-integrins have been implicated in establishing the ori­entation of MDCK cysts in a Rac1-dependent pathway (O'Brien et al., 2001). In normal cysts, β1 integrin is targeted to the basolateral membrane of cells where it interacts with matrix components and organizes the actin cytoskeleton during cyst de­velopment (Yamada and Geiger, 1997). Inhibition of β1 integrin prevents the organization of laminin around the periphery of MDCK cysts and leads to inversion of polarity (Yu et al., 2008). Our results reveal that the absence of Cdh16 downregulates both β1-integrin and β1, β2, β3 and γ1 laminin expression in FRT structures. The absence of β1-integrins at the membrane facing the ECM impedes the follicular two-cell aggregate from sensing the basal cue from the extracellular environment that is necessary for its polarization. Moreover, the extremely low laminin production affects the assembly of the basement membrane and therefore inhibits the definition of the basal pole. Together, the perturbation of the basement membrane organization and the lack of extracellular-environment–cell interaction explain the polarity impairment and reveal a new regulatory pathway downstream of Pax8–Cdh16 in thyroid follicular cells. The crucial role of laminins (especially of α1, β1 and γ1) for thyroid folliculogenesis has been recently demonstrated (Villacorte et al., 2016), further supporting our results.

Nevertheless, considering that the cell cytoskeleton is already completely delocalized at the two-cell follicle stage, we propose that the absence of Cdh16 at the initial contact site between the two cells could also be responsible for the incorrect actin and microtubule distribution and consequently for the mistargeting of apical membrane components. The finding of apical relocalization of actin filaments after exogenous rescue of Cdh16 expression in Pax8-depleted FRT cells supports this hypothesis. Evidence for a direct interaction between Cdh16 and the cytoskeleton, however, remains elusive in thyroid cells, and the lack of a β-catenin binding site in the cytoplasmic tail of Cdh16 (Wendeler et al., 2004) points to the requirement of a protein linker between Cdh16 and actin filaments. A possible candidate could be αB-crystallin (CRYAB), a small heat-shock protein that interacts with actin filaments, linking them to Cdh16 at the basal side of renal collecting ducts (Thedieck et al., 2008). This chaperone is expressed in the thyroid gland (Calì et al., 2012) and is downregulated in Pax8-depleted cells (data not shown). Future experiments will focus on unraveling the role of CRYAB and in identifying other protein linkers between Cdh16 and cortical actin cytoskeleton in polarizing thyroid follicles.

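Genes for molecular motors moved both ways in 3D follicles, with more rises than falls. Of the 18 genes printed in Fig. 6A, 17 were measured and 16 were higher (17 adjusted over the list alone), with a median log2 fold change of 0.53. The study chose them on these samples, so the count is not independent evidence, and 13 of the 17 were also printed in Fig. 3B. Dynlrb2, a light chain of the dynein motor, rose by 2.35 (limma adjusted p = 3.8e-08), with 2.42 ± 0.15 (SD, n = 4) on the replicate arrays and 2.08 on the swapped array. Map7, which encodes a microtubule-binding protein, rose by 1.00 (limma adjusted p = 5.78e-07). Smaller rises were seen in the unconventional myosin gene Myo1d (0.51), in the kinesin gene Kif3b (0.46, limma adjusted p = 0.0012), in Syt5, a calcium sensor of vesicle fusion (0.52), and in Rab4a, a GTPase of early endosomes (0.32). Kif3b measured 0.36 ± 0.09 (SD, n = 4) on the replicate arrays and 0.85 on the swapped array. It passed in 12 of 15 alternatives, and not with a normexp offset of 0, with Agilent's processed signals or with median centring. The integrin chain gene Itgb1 rose by 0.26 (limma adjusted p = 0.000789), and not with a normexp offset of 0 or with median centring, over a range of adjusted p from 0.000643 to 0.242. Kif1b, a kinesin gene, did not pass the test (0.31, limma adjusted p = 0.0182), with 0.42 ± 0.07 (SD, n = 4) on the replicate arrays and -0.14 on the swapped array, and it was 0.19 as the mean of all its probes. It passed in 1 of 15 alternatives, without the swapped array, and its adjusted p ranged from 3.64e-05 to 0.223. No probe was paired with Myo6. Of 22 genes of myosin, kinesin and dynein motors, 6 of which are in Fig. 3B or Fig. 6A, 11 were higher and 4 lower (12 and 5 adjusted over the list alone). The dynein light chain gene Dynll2 rose by 0.60, and the kinesin gene Kif3c fell by 0.30 and was 0.10 under median centring. Myo7a had a log2 fold change of -0.37 in the fit without a dye term, with -2.06 to -0.34 over 15 alternatives. Its signal in 3D was not well above background, so the size of its fall is uncertain. In camera the motor list had an adjusted p of 0.031, and of 0.214 with an estimated correlation. That correlation was -0.00863, below the preset 0.01, so a higher correlation does not account for the loss of the call. The median of the list was 0.32 ± 0.01 (SD, n = 4) on the replicate arrays and 0.07 on the swapped array, where 9 of the 22 genes were lower. Over 17 alternatives it passed in 12, with an adjusted p from 0.00248 to 0.214, and not by fgsea, with a normexp offset of 0, with Agilent's processed signals or with dim probes removed.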

Finally, the genes that are both positively regulated by Pax8 and enriched in 3D follicles indicate a complex and temporal-specific program of thyroid morphogenesis that is governed by Pax8 (Fig. 6A). These findings indicate a specific role for Pax8 as a main regulator in the establishment of thyroid epithelial follicular polarization through its downstream effector Cdh16 and other direct and indirect Pax8-regulated genes, the exact roles of which in thyroid folliculogenesis await further study.

**Fig. 6.**
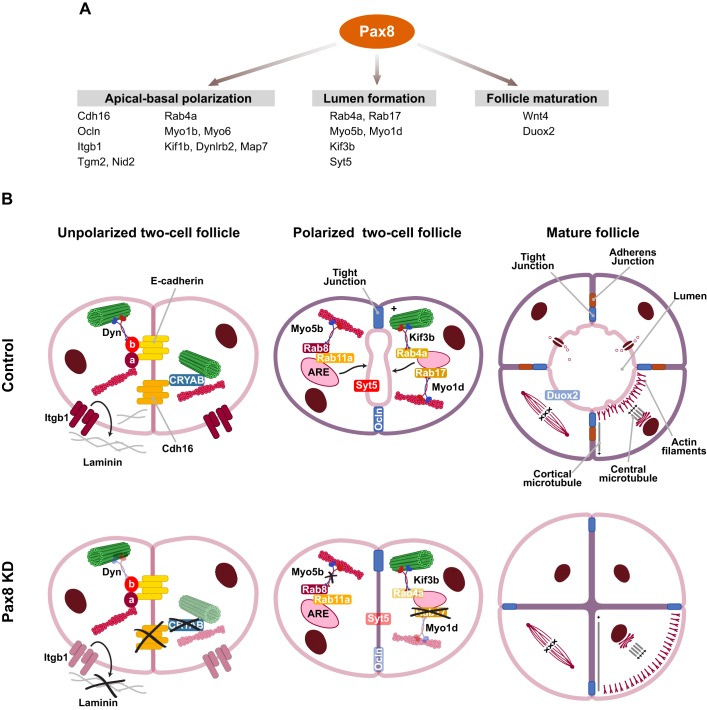
**Pax8 is a regulator of 3D follicular polarization.** (A) Summary diagram showing some of the Pax8 target genes that are enriched in 3D follicle-like structures and, here, classified according to their role in apical–basal thyroid cell polarization, lumen formation and follicle maturation. (B) Schematic model illustrating the Pax8-dependent follicle polarization and lumenogenesis process *in vitro*. A two-cell unpolarized aggregate presents loose cell–cell contacts rich in cadherins that bind to actin filaments through α-catenin and to microtubules through a β-catenin–dynein complex (‘a’ and ‘b’ in the image denote α- and β-catenin, respectively). Cadherin-16 (Cdh16) binds to actin filaments and to microtubules through CRYAB. β1-integrins (Itgb1) localized at the cell membrane transduce signals from the extracellular matrix (ECM). Vectorial transport of vesicles carrying apical membrane cargo mediated by Rabs and motor proteins followed by their exocytosis at the cell–cell contact site gives rise to the apical domain and allows initiation of lumen formation. In the absence of Pax8 [shPax8, Pax8 knockdown (KD)], cells lack Cdh16 at the nascent adherens junction that in turn leads to the downregulation of Itgb1 and laminins, impairing basement membrane assembly and its interaction with cells. Additionally, loss of CRYAB inhibits actin-filament and microtubule linking at the contact site to guide the transport of vesicles. The absence of Myo5b and Rab17, and downregulation of other Pax8 targets that mediate apical traffic and membrane polarization (Rab4a, Myo1d, Kif3b, Syt5, Ocln and Duox2), impedes apical domain definition between the two cells. Consequently, apical components are localized at the periphery of the follicle, and lumen formation is impaired.

The present findings lead us to propose a model in which Pax8 stimulates Cdh16 expression in unpolarized two-cell aggregates (Fig. 6B). As a consequence, β1-integrin expression is upregulated at the plasma membrane in addition to the expression of laminins, which are deposited at the periphery of the structures. Basement membrane organization defines the basal pole, and β1-integrin interaction with the matrix transduces this signal inside the cells, inducing apical–basal polarization. Furthermore, Pax8 induces the expression of CRYAB, a possible Cdh16 partner, with the corresponding stabilization of actin filaments and microtubule distribution at the initial cell–cell contact site. In this way, adherens-junction–cell-cytoskeleton interactions serve as tracks for apical vesicles at the apical membrane initiation site. The apical domain is defined through vectorial transport and exocytosis of vesicles carrying apical membrane cargo at the cell–cell contact site. Rab-GTPases (Rab8 and Rab11a, Rab4a, Rab17) as well as motor proteins (Kif3b, Myo1d and Myo5b), some of them under Pax8 regulation (see Fig. 6), participate in apical vesicular trafficking and allow lumen formation initiation. Cells keep dividing and polarize in a coordinated manner, giving rise to larger follicular structures, and the lumen expands through polarized fluid transport. The transcriptionally regulated panel of genes and their interactions correlate with the formation of structural and functional components of polarized follicles, and this could have great relevance in other organs, such as the kidney, where Pax8 is highly expressed and Cdh16 is involved in the later stages of tubulogenesis (Thedieck et al., 2005), as well as in 3D MDCK cyst formation (Gálvez-Santisteban et al., 2012). Nevertheless, given that thyroid transcription factors have a crucial role in thyroid differentiation, presumably, they could also play a role in follicle formation. Accordingly, it has been reported that Nkx2.1 is important for the maintenance of thyroid architecture and function (Kusakabe et al., 2006), and its phosphorylated form contributes to folliculogenesis (Silberschmidt et al., 2011). Likewise, the signals that contribute to this important mechanism are in the main unclear, although it has been very recently reported that thyroid follicle formation requires Smad1–Smad5 and endothelial-cell-dependent basement membrane assembly (Villacorte et al., 2016). Our findings add a new piece to this complex puzzle, showing for the first time a direct role for Pax8 in thyroid cell polarity acquisition and follicle formation.

## MATERIALS AND METHODS

### Cells and culture

FRT cells were cultured in Coon's modified Ham's F-12 medium supplemented with 5% donor calf serum and a six-hormone mixture, as previously described (Ambesi-Impiombato et al., 1980).

Primary thyrocytes were isolated from aseptically dissected thyroid lobules of 3-month-old FVB/C57 mice (Jeker et al., 1999). Thyroid follicles attached to the Petri dish within the first 24 h and consequently lost their 3D structure. A single layer of thyrocytes was formed at 3 days post isolation, and cells continued growing until they reached confluence. Thyroid identity was confirmed by protein expression analysis of thyroid transcription factors (not shown).

To prepare 3D cultures, cells were trypsinized to a single-cell suspension of 10,000 cells ml^−1^ and mixed with 10% Matrigel (356234; BD Biosciences). The mixture was plated onto 8-well glass chamber slides (154534; Nunc, Lab-Tek) that had been previously coated with 20 µl of Matrigel. Culture medium was replenished every 2 days without washing, and cells were allowed to form 3D follicle structures for up to 10 days. In the present study, 3D follicle formation in Matrigel is also termed as a 3D morphogenesis assay.

### Time-lapse, DIC and brightfield microscopy

To visualize follicle formation, time-lapse images were collected using the Cell Observer Z1 microscope (Carl Zeiss, Jena, Germany). Single FRT cells and primary thyrocytes were seeded onto an 8-well µ-Slide (Ibidi, Martinsried, Germany) as described above and allowed to adhere for 5 h before live-cell imaging at 37˚C and 5% CO_2_ for 7 days. *z*-stack images were acquired using differential interference contrast (DIC) microscopy every 40 min with a 20× dry objective (Plan Apochromat 0.40 NA, Zeiss) with an exposure time of 2.8 ms using a Cascade 1K high resolution camera (Roper Scientific, Trenten, NJ). Image and video analysis was performed with Axiovision Rel.4.8 software. Culture medium was replenished on day 4.

The large diameter of 4- to 10-day-old follicles was calculated using brightfield confocal images and a micrometer tool in ImageJ (National Institutes of Health). Nuclear staining with DAPI (see below in ‘Antibodies and dyes’ section) was also observed to focus the equatorial *z*-section. At least 20 follicles at each time point were analyzed. Images were acquired with a Leica TCS SP2 confocal microscope (Wetzlar, Germany) using a 63× oil-immersion objective (HCX PL APO lambda blue 1.40 NA) and 1024×1024 pixel resolution.

Lumen-secreted mucopolysaccharides were revealed using the Periodic Acid-Schiff (PAS) staining system (Sigma-Aldrich, see below in ‘Antibodies and dyes’ section) using a standard procedure. Brightfield images were acquired with the Axiovert-135 inverted microscope (Carl Zeiss) using a 40× objective and 2776×2074 pixel resolution.

### Immunofluorescence of 3D follicles and image acquisition

Immunofluorescent staining of Matrigel-embedded FRT- and primary-thyrocyte-derived follicles was performed in 8-well coverglass chambers with a removable media chamber (Lab-Tek II Chamber system, Nunc) according to a protocol described for MDCK cyst preparation (Yu et al., 2005). Permeabilization was performed with 0.025% saponin in PBS washing solution instead of 0.25% of Triton X-100. Single images and *z*-stack serial sections were acquired with a Leica TCS SP5 confocal microscope (Wetzlar, Germany) using a 63× oil-immersion objective (HCX PL APO lambda blue 1.40 NA), a 2.5× magnification and 1024×1024 pixel resolution, and processed with LAS AF Lite software (Leica). Further processing was performed in ImageJ and Adobe Photoshop CS4 version 11.0. Lumen formation and polarized protein distributions were determined by performing *z*-stack analysis of follicles with 4–6 cells at the equatorial section. At least 150 follicles from three independent experiments were analyzed, and statistical significance was determined by *t*-test (two-tailed). Differences were considered significant at *P<0.05.

### Antibodies and dyes

The antibodies and dyes, commercial sources and dilutions used are described in Table S6.

### Expression microarray

To detect differential gene expression between 2D- and 3D-based cultures, whole-genome expression analysis was performed using Agilent Rat Gene Expression G3 60K Microarrays (Agilent Technologies). Four biological replicates of samples were used, and samples from every 3D condition were compared with a pool of samples from 2D conditions and a dye swap between 3D and 2D pools. RNA was isolated on day 5 of culture, as described below, and 1 µg of total RNA for each condition was sent to the Genomics Core Unit of the Spanish National Cancer Research Centre (CNIO, Madrid) for RNA quality evaluation, amplification, labeling and microarray hybridization, according to the manufacturer's protocols. Microarray background subtraction was performed using the normexp method. To normalize the dataset, LOESS regression was used within array normalization and quantiles between arrays normalization was performed. Differentially expressed genes (DEGs) were identified by applying linear models with the R limma package (Smyth et al., 2005) (Bioconductor project, http://www.bioconductor.org). To account for multiple hypotheses testing, the estimated significance level (*P*-value) was adjusted using Benjamini and Hochberg False Discovery Rate (FDR) correction. All data can be downloaded from Gene Expression Omnibus (GEO) under accession number GSE71259.

Genes with FDR<0.01 were classed as being differentially expressed between the two conditions. From the resulting list of 4520 differentially expressed genes, 12 genes were validated by performing qRT-PCR analysis; ten were upregulated and two downregulated in 3D vs 2D conditions. For the experimental validation of the microarray data, we used three independent RNA samples from 2D and 3D cultures. The 4520 DEGs identified were subjected to bioinformatic analysis to reconstruct potential molecular pathways. GSEA (Subramanian et al., 2005) was applied using annotations from a curated version of KEGG. Genes were ranked based on the limma moderated *t*-statistic. After Kolmogorov–Smirnoff testing, those gene sets showing FDR<0.05 were considered to be enriched between the classes under comparison. Comparative enrichment analysis was also performed with customized data sets upon bibliographic searches related to epithelial tubulogenesis and MDCK cyst formation processes. We also overlapped our microarray DEGs with the Pax8-dependent DEGs found in rat PCCl3 cells that had been silenced for Pax8 (Ruiz-Llorente et al., 2012), and we identified 71 common genes (FDR<0.01) that were upregulated in 3D follicles and downregulated under Pax8-silenced conditions.

### qRT-PCR

TRIzol (Sigma-Aldrich) was used to extract RNA, and equal amounts of RNA were added to a reverse-transcriptase reaction mix (M-MLV; Promega). qRT-PCR was performed using the Mx3000P QPCR system (Agilent Technologies). Reactions were performed with the indicated primers and templates using a SYBR Green kit (Kapa Biosystems) for 40 cycles. The number of cycles required to reach the crossing point for each sample was used to calculate the amount of each product using the 2^−ΔΔCt^ method (Giulietti et al., 2001). Levels of the PCR product were expressed as a function of *Polr2g*. The sequences of rat primers purchased from Sigma-Aldrich and primer efficiency calculated through a qPCR reaction based on the slope of the standard curve are shown in Table S7.

### Lentivirus production, cell infection and transfection

Stable RNA interference FRT cells and primary thyrocytes were generated using lentiviral expression vectors. For the generation of Pax8- and Cdh16-depleted cells (shPax8 and shCdh16, respectively), vectors encoding a short hairpin (sh) RNA against rat Pax8 (pGIPZ, RHS4430-101170241) or Cdh16 (pGIPZ, RMM4431-99940298), and a GIPZ non-silencing lentiviral shRNA control (pGIPZ-shRNAmir-NS, RHS4346), were purchased from Open Biosystems – GE Dharmacon. Lentivirus production and cell infection were performed according to manufacturers' instructions. At 48 h after infection, puromycin-resistant cells were selected with 1 µg ml^−1^ puromycin (Sigma-Aldrich). Silencing efficiency was determined by western blotting analysis using specific antibodies (Table S6). Protein expression levels were quantified using ImageJ software.

FRT shPax8 cells were transfected with the pEGFP-N1-Cdh16 expression vector using Lipofectamine 2000 (Invitrogen). At 24 h after transfection, cells were trypsinized and seeded in Matrigel for 3D morphogenesis assays.

How the deposited data were processed for this re-analysis (not part of the article)

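RNA of FRT cells was measured on day 5 of culture on 5 Agilent 2-colour rat arrays of 1 slide. On 4 arrays a 3D replicate carried Cy5 and a pool of 4 2D cultures carried Cy3, and on 1 array the 2D pool carried Cy5 and a pool of the 3D cultures carried Cy3. The authors' spot intensities are deposited as median pixel values of spot and local background, read by Agilent Feature Extraction 10.7.3.1 according to the file header, without normalization. The processed intensities in the deposited scanner files had been background-subtracted, detrended and dye-normalized by the same software, and its log10 ratios, also deposited, are Cy5 over Cy3 of those processed signals. The authors' value table holds log2 ratios per spot that, per the methods and the submitters' notes, they made with limma by normexp background subtraction, loess within arrays and quantiles between arrays. All 5 of its columns run 3D over 2D, as checked against the scanner files, with medians from -0.0064 to 0.0011. Normexp with an offset of 50 on the median signals, loess, and quantiles over all channels gave those deposited log2 values with r = 1 on each array and a median absolute difference of 3e-04 to 4e-04.

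Values reported here were computed in R 4.3.3 with limma 3.58.1 from the median spot and background signals. The plan had named mean spot signals, which the files do not hold. Background was corrected by normexp with an offset of 50, ratios were normalized by loess with controls at weight 0, and average intensities by quantiles, which leaves the loess ratios in place. The authors' choice of quantiles over all channels was an alternative. Spots of a probe were averaged. The offset compresses fold changes of dim genes. The arrays were designed on the genome build rn4, and symbols come from a RefSeq table of the later build GRCr8, matched by accession without the version. Of 30367 probes, 17998 (59.3%) had a symbol, including 93.8% of those with a curated RefSeq accession, for 15154 genes, of which 2605 had more than 1 probe. A gene was read from its brightest probe. Genes without a match were left out. Between 1.12% and 1.6% of spots per array were marked as outliers by the scanner software, and 0 were saturated. Of the genes, 8454 were well above background in both conditions, 349 not in 2D, 228 not in 3D and 6123 in neither, and none of these were filtered out. A gene could be counted as above background in a condition on 1 of 5 arrays, as Lyz2 was in 3D and Calcb in 2D. Where a gene was not well above background in 1 condition, the value given is that of the fit without a dye term, and its size is uncertain.

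The 3D and 2D sides were compared by a linear model in limma with 1 coefficient over the 5 arrays, the swapped array with its sign turned and counted like the others although it holds pools of the same cultures, and with Benjamini-Hochberg adjustment over genes at an FDR of 0.01. The prior had 5.12 degrees of freedom. A second model added a term for the dye. With 1 swapped array, a dye effect and any other feature of that array enter that term together. The 2D cultures were pooled, so neither pairing nor the spread between 2D cultures could be modelled, and labels could not be regrouped. The number of arrays limits the precision.

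Gene lists, 28 in all, were written from general knowledge before the data were examined, as were the tests, the rule for named genes and the alternatives, apart from those given as chosen later. The lists hold 556 different genes, of which 490 were measured. They cover thyroid differentiation, junctions, polarity, trafficking, motors, cyst lumen formation, kidney tubulogenesis, basement membrane, integrins, actin, YAP and TEAD targets, mesenchymal transition, cell cycle, apoptosis, cholesterol, glycolysis, hypoxia, endoplasmic reticulum stress, primary cilium, lysosome, ion and water transport, interferon, NF-kB, and markers of fibroblasts, endothelial cells, leukocytes and C cells. Each was tested with camera at a preset correlation of 0.01, with adjustment over the lists at an FDR of 0.05, and again with an estimated correlation (statmod 1.5.0) and with fgsea 1.28.0 on the moderated t. With an estimated correlation 0 lists passed, and 6 had an unadjusted p under 0.05. The hypoxia and motor lists lost their call although their estimated correlation was below the preset value. The loss of calls in this setting is therefore not a measure of correlation alone. The genes named are those of the paper's text, of Fig. 3B and of Fig. 6A, the 12 with the largest rise and the 12 with the largest fall that passed, moved the same way on all 5 arrays, lay well above background in the brighter condition and had a gene name, and in each list at most 2 that rose and 2 that fell, or the 2 with the largest change where none passed. Some genes that this rule selects are not reported here. Names in both figures were read by eye. The study's supplementary tables and its KEGG sets were not used here.

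The fit was tested on simulated data with the spread of these arrays. Of genes changed by 0.25, 0.5 and 1 on the log2 scale, 43.3%, 89.6% and 100% were recovered, and 2 of 174 calls were false. Of 200 unchanged genes with a dye bias of 0.4, 0 were called as changed in limma with or without the dye term, and 70 were recovered as a dye effect. A planted list of 20 genes shifted by 0.4 was called, and 0 of 28 other lists were. The simulation changed 67, 67 and 66 genes at these sizes, far fewer than the 3918 that passed in the data. Its rates therefore need not carry over to the real genes and lists. Alternatives were no background subtraction, an offset of 0, Agilent's processed signals, median centring, quantiles over all channels, the authors' value table, the dye term, leaving out the swapped array or each replicate, removing dim probes (kept if well above background on at least 3 arrays in a condition), averaging or counting all probes, another variance model and other thresholds.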

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

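A fit with a dye term was set for every gene before the data were examined. Both of its uses below on the low Pax8 value of the swapped array were chosen only after the result was seen. Replicate 1 stood apart from the other 3D cultures in 12 of 144 genes and in 2 lists, and replicate 4 in 1 list, where the gap to the nearest of the other replicates was large against the range of all 4. Chance gives about 1 in 20 such genes or lists, and 14 of the 15 concern replicate 1. Its log2 ratio was higher than in the other replicates for Agrn (0.8163), Cdh3 (1.3878), Gsta5 (3.6393), Lmo1 (-2.2239) and Nppb (-1.4841), for Ccna2 (-1.105) and Slc12a2 (-0.6967), and lower for Bax (-0.7045), Ctsh (0.7777), Rab17 (0.7165), Rhpn2 (0.2037) and Vegfa (-1.9063). The median of the cell cycle list was -0.4903 in replicate 1 and that of the leukocyte markers -0.0629. The median of the NF-kB list was 0.2052 in replicate 4 (0.143 to 0.145 in the others). This rule looks for 1 replicate apart from the rest. It did not flag C3, Bst2 or Lcn2, where replicates 1 and 2 lay apart from replicates 3 and 4. Genes with such a split were not counted, and its cause was not tested. Median changes in groups of genes for which the paper's text gives no array values were -0.9936 for cholesterol biosynthesis, -0.7498 for the cell cycle, -0.2534 for YAP and TEAD targets, -0.1622 for the hypoxia response and 0.1896 for NF-kB and chemokines. The paper follows proliferation by Ki67 staining. The NF-kB median was 1.57 over the 7 genes left with dim probes removed and 0.02 with median centring.

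Pax8 had a log2 ratio of 0.05 on the swapped array and of 0.87 ± 0.15 (SD, n = 4) on the replicate arrays. Faulty spots and a dim signal are argued against: the spots of the probe on the swapped array differed by 0.0154, and the probe was well above background in 10 of 10 channels. A dye effect or another difference of that 1 array could account for the low value, since a single swap does not part them. The fitted dye effect was 0.4109 on the log2 scale, above that of 99.5% of 15154 genes. With 1 swapped array, the dye effect and 3D change of that fit only recombine the swapped value and the replicate mean. They restate the low value and do not test its cause. A dye bias without a change in 3D would have turned the swapped ratio clearly negative, and with the dye modelled the 3D change was still 0.4628 (limma adjusted p = 0.000412, against 2.84e-06 to 0.194 over all 15 alternatives). How much of the rise on the arrays belongs to the culture stays open. The paper reports by qRT-PCR, which does not use the array labels, that Pax8 was upregulated in 3D (Fig. 3C). Those values were not examined here.

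Cholesterol biosynthesis genes fell together in 3D. A dye bias is argued against by the swapped array, where their median was -1.1016, and a signal near background by all 23 members lying well above background in the 2D channel of every array. Of 11 measured genes of fatty acid synthesis, listed after the fall was seen and before their own values were, 7 were lower and 0 higher by limma (7 and 0 also adjusted over the list alone, and 1 higher at an unadjusted p under 0.05), and their median was -0.4001. This is consistent with a lower transcription of lipid synthesis as a whole in 3D, as a hypothesis, since it was found and tested on the same arrays. A difference in sterol or serum supply between the culture formats was not tested.

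Cell cycle genes fell in 3D, with a smaller fall in replicate 1. Against a dye bias, their median on the swapped array was -0.6538, and against a fall carried by 1 culture, the median nearest to 0 on leaving out each replicate in turn was -0.7058. A lower share of dividing cells in 3D could give this pattern, as could a denser or later state of the cultures, and neither was tested.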

How the results depend on the processing

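Of 149 named genes, 131 passed the test, and 17 of the 149 stayed on their side of the threshold under every alternative tried for them. Over 2230 values of named genes under alternatives, 225 lost their call, 7 gained one and 14 reversed, and sign changes where neither value passed were counted separately (17 for genes, 15 for lists). Of the 8 lists that passed, 3 did so under every alternative but the estimated correlation. In the fit with the dye term 288 genes had a dye effect, 245 towards Cy5 and 43 towards Cy3. With a normexp offset of 0, 2222 genes passed (1178 higher, 1044 lower), 0 had a dye effect in limma (3289 at an unadjusted p under 0.05), 5 lists passed (2 higher), and 36 named genes lost their call. With Agilent's processed signals, 68 genes had a dye effect, 5 lists passed (2 higher), and 24 named genes lost their call. With median centring, 7 genes passed (7 higher and 0 lower in limma, with 323 lower at an unadjusted p under 0.05), 12713 had a dye effect, 1 gene of Fig. 3B and 1 of Fig. 6A were higher, and 7 lists were higher. The dye effects show that this setting leaves the dye trend in the ratios. 3043 of the 3918 genes kept their direction. There 114 named genes lost their call, and the log2 fold change reversed to 0.15 for Bax, 0.33 for Bbs4, 0.37 for Crb3, 0.21 for Itga1, 0.10 for Kif3c, 0.20 for Lama5, 0.0061 for Lin7c, 0.0363 for Pgam1, 0.31 for Rac1, 0.12 for Slc2a1, 0.0497 for Stx3, 0.28 for Vcl and 0.0904 for Zyx, and the median to 0.0803 for the hypoxia response and 0.42 for the lysosome. With the mean of all probes Bbs4 reversed to 0.0413. A dye effect was found in 62 genes without background subtraction, in 149 with quantiles over all channels and in 149 with the authors' value table, where 49.2% of calls were higher against 55.6% here. With dim probes removed, 8374 genes were left, so the ranked list crossed 0 at 4579, and 5 of 24 lists passed (2 higher). With a log2 fold change of at least 1 as a further condition, 329 genes passed (180 higher, 149 lower), and with every probe as its own feature 6690 (3463 lower), which follows from the condition and from the number of features. The estimated correlation left 0 lists, 0 higher and 0 lower (6 at an unadjusted p under 0.05), and fgsea kept 4 of the 8 lists that passed and added endoplasmic reticulum stress, which made 5 (1 higher). With the dye term 6 named genes lost their call and 1 gained one, and without the swapped array 1 lost and 4 gained it. Without 1 replicate each, the dye effect ranged from 19 genes without replicate 2 to 439 without replicate 1, and 6 to 11 named genes lost their call, while the counts of genes that passed (3006 to 3312) were within 1.5 times the full count. Chosen after seeing the data were a count that adds targets without a symbol to the genes, where 6052 of 26903 features passed (3101 lower), and counts from the authors' value table, by spot 14852 (7029 higher, 7823 lower), by probe 6745 (3905 lower), per accession 6042 (3514 lower) and as distinct accessions 6242 (3603 lower). These count more features. Apart from the dye trend and the number of features, the cause was not tested. No paired analysis was possible because the 2D cultures were pooled, so no 2D culture shares a number with a 3D replicate. Signal over background limits the 6123 genes that were not well above it in either condition.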

Differences from the paper's values

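The counts of genes that passed at an FDR below 0.01 were 3918 in all, 2177 higher and 1741 lower, against the paper's 4520, 2265 and 2255, and none differs from the paper's by more than 1.5 times. The ranked list crossed 0 at 7751, against about 8400 in Fig. 3A, read by eye. Leaving out the swapped array gave 5050 in all, 2862 higher and 2188 lower. A count of distinct curated or predicted RefSeq accessions in the authors' value table gave 4546 (2168 higher and 2383 lower, where an accession with probes that passed in both directions counts in each). It is 1 of 6 ways of counting chosen after the paper's count was known (5 of them on the authors' value table), and it is not known to be the paper's.

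The paper shows Kif1b among the genes that are higher in 3D (Fig. 6A). Here it had a log2 fold change of 0.31 (limma adjusted p = 0.0182) and did not pass, while the other 16 measured genes of that figure were higher. Without the swapped array Kif1b passed (limma adjusted p = 3.64e-05, over a range of 3.64e-05 to 0.223). All 34 measured genes of Fig. 3B were higher, as in the paper.

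The paper reports enrichment of a tubulogenesis set and of a set of cyst morphogenesis, which were not used here. The members of the kidney tubulogenesis list used here were not compared with those of the paper's set. This list did not pass by camera (adjusted p = 0.392) or by fgsea (adjusted p = 0.415, with 0.241 to 0.622 over its 17 alternatives). The list of cyst lumen formation passed by camera (adjusted p = 0.00192), but not by camera with an estimated correlation (adjusted p = 0.214) or by fgsea (adjusted p = 0.0626). Over the 17 alternatives, fgsea among them, its adjusted p ranged from 0.000571 to 0.214.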

Other observations

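Several transport and metabolic groups changed in their members without passing as lists. Of 29 genes of epithelial ion and water transport, 9 were higher and 2 lower (10 and 2 adjusted over the list alone, camera adjusted p = 0.052): the sodium pump subunit gene Atp1b1 rose by 1.34 and the water channel gene Aqp3 by 1.28, while the chloride cotransporter gene Slc12a2 fell by 0.98 and Slc4a11 by 0.79. This list passed in 6 of 17 alternatives, over a range of 0.0298 to 0.572. Of 20 lysosome genes, 4 were higher and 5 lower (5 and 6 over the list alone, camera adjusted p = 0.588), with the lipase gene Lipa at 1.30 and the protease gene Ctsl at -1.07. Of 18 glycolysis genes, 4 were higher and 4 lower (5 and 4 over the list alone, camera adjusted p = 0.588), with the phosphofructokinase genes Pfkm at 0.99 and Pfkp at 0.62 and the glucose transporter gene Slc2a1 at -0.40, which was 0.12 under median centring. Of 19 genes of endoplasmic reticulum stress, 4 were higher and 7 lower (6 and 7 over the list alone, camera adjusted p = 0.246). The chaperone gene Calr was at 0.63 and the stress factor gene Atf3 at -1.71. Calr measured 0.75 ± 0.06 (SD, n = 4) on the replicate arrays and 0.17 on the swapped array. It did not pass with Agilent's processed signals or with median centring. The stress list passed by fgsea alone of 17 alternatives (adjusted p = 0.0299, over a range of 0.0299 to 0.478).

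Immune and death genes also moved both ways. Of 22 interferon response genes, 5 were higher and 5 lower (6 and 7 over the list alone, camera adjusted p = 0.762). Irf1 was at 1.31, Rsad2 fell, and Bst2 was at -1.17 (-1.16 ± 0.79, SD, n = 4, on the replicate arrays). Bst2 was -1.87 and -1.80 in replicates 1 and 2, and -0.56 and -0.41 in replicates 3 and 4. It passed in 12 of 15 alternatives and not with a normexp offset of 0, Agilent's processed signals or median centring. The median of the interferon list was 0.03 while its mean was -0.06. Of 20 apoptosis genes, 4 were higher and 1 lower (5 and 1 over the list alone, camera adjusted p = 0.389), with the inhibitor gene Birc3 at 1.70 and the single fall in Bax (-0.37). Bax passed in 10 of 15 alternatives and turned to 0.15 under median centring. It was -0.70 in replicate 1, against -0.37 to -0.31 in the other replicates. Of 19 genes of mesenchymal transition, 1 was higher and 3 lower, as over the list alone (camera adjusted p = 0.352): S100a4 rose by 1.68, and the falls were in Fn1, Ccn2 and, named after its values were seen, Mmp2. Of 18 genes of the primary cilium, 7 were higher and 1 lower, as over the list alone (camera adjusted p = 0.101), with Ift172 at 0.41 and Bbs2 at 0.34 and a fall in Bbs4 (-0.21), which passed in 6 of 15 alternatives and turned to 0.04 with the mean of all probes and to 0.33 under median centring. Smad1, which the paper names from other work on follicles, rose by 0.64 (limma adjusted p = 3.25e-05), and Smad5 did not pass (0.10, limma adjusted p = 0.127). Cryab, which encodes the αB-crystallin that the paper proposes as a link between Cdh16 and actin, did not pass (-0.07, limma adjusted p = 0.481), with 0.01 on the replicate arrays and -0.41 on the swapped array. It was lower by the test in 3 of 15 alternatives, over a range of 0.00521 to 0.882: with the authors' value table and with quantiles over all channels (both -0.20, limma adjusted p = 0.00725) and with a term for the dye (-0.20, limma adjusted p = 0.00521). Its call thus depends on the normalization and the model.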
